A study of Schizosaccharomyces pombe with 20 samples. Its data were reported in "Fission yeast Whi5 represses MBF-dependent transcription in quiescent cells" (2025).

How the data were processed

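RNA from Schizosaccharomyces pombe, the fission yeast, was measured by RNA sequencing in 20 libraries that form 10 groups of 2 biological replicates. Each group is 1 strain in 1 medium. The strains were wild type (wt), a deletion of whi5 (whi5Δ), a strain that expresses whi5 from the P41nmt1 promoter (P41nmt1-whi5+), a strain in which Nrm1 carries an auxin-inducible degron (nrm1-3xsAID), and the degron strain with whi5 deleted (nrm1-3xsAID whi5Δ). The media were minimal medium with ammonium chloride (MM) and the same medium after 24 h without a nitrogen source (MM-N). Cultures of both degron strains received 100 nM of an auxin analogue, which triggers the degradation of Nrm1. Samples were grouped by the strain, medium and replicate number that their titles give.

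The authors prepared poly(A)-enriched libraries and sequenced them with paired ends on an Illumina instrument. They trimmed adapters with Trimmomatic where needed, aligned reads with HISAT2 to a genome taken from PomBase, counted reads per gene with featureCounts, and divided the counts of each library by a DESeq2 size factor. The deposited values are therefore a normalized signal, gene counts divided by 1 factor per library, and not raw counts. There are 6 tables of 4 libraries, 1 for each pair of strains compared in 1 medium, and the authors scaled each table on its own. Each table lists 7001 gene identifiers. The 24 columns of values were all used, and the wt libraries appear in 2 tables each. The setting for strand in the counting step was not stated.

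In every column, 100% of the deposited values were whole multiples of the value of 1 read, so the whole reads were recovered. Recovered totals ran from 16331528 to 33239379 reads per library. The recovered reads of each wt library were the same in both of its tables for all genes, with 0 genes that differed, and only the size factors changed, by ratios of 0.914 and 0.915 in MM and 1.06 and 1.05 in MM-N. In the smallest library the floor of 3 reads corresponds to 1.84e-05% of the total. Reads carried no molecular identifiers in the files, so this floor covers counting error only.

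The main test was limma (version 3.58.1 in R 4.3.3; lmFit, then eBayes with a variance trend, two-sided) on log2(normalized count + 1), for genes with a mean of at least 10 over the 4 libraries of a table. Fold changes are on this scale, which understates the change of genes with few reads. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold. There were 6 comparisons: whi5Δ with wt, P41nmt1-whi5+ with wt, and nrm1-3xsAID whi5Δ with nrm1-3xsAID, each in MM and in MM-N. Whether the effect of a strain differed between media, or the effect of whi5Δ between nrm1 backgrounds, was tested in 4 contrasts of the differences within tables, over the 8 libraries of 2 tables. A fold against a group whose libraries all held at most 3 reads was computed against the floor of 3 reads and is given as a lower bound.

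The MBF list holds 18 genes known as targets of MBF, the transcription factor complex of the G1/S transition, and was set from general knowledge. The early meiotic list holds 31 genes that the study named as early meiotic among those higher in whi5Δ. The study chose them on RNA sequencing of whi5Δ, and whether the libraries analysed here were used for that choice is not established, so their rise in whi5Δ in MM-N is not counted as independent evidence. There are 4 genes in both lists. The lists were tested with camera (limma, correlation of 0.01 between genes), adjusted by Benjamini-Hochberg over 12 tests, with fry as the alternative without a preset correlation. The lists were tested in the 4 contrasts of differences in the same way, adjusted over 8 tests. A mitotic list of 16 genes and a histone list of 9 genes, which share 0 genes with the MBF list, were used only in the closing section.

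Genes were named by a rule: whi5, nrm1 and the neighbour clr3 in every comparison; the genes cdt2, tos4, psc3, pds5, cnp1, hop1, rec12, meu13, rec27, rec8, cdc18 and cdc22, which the study discusses; and, per comparison, up to 5 called genes with the largest rise and 5 with the largest fall whose groups did not overlap. Groups, comparisons, tests, thresholds, the MBF and early meiotic lists, this rule and the alternatives were chosen before the data were examined, except the list tests on the 4 contrasts, the crossed replicate pairing, the mitotic and histone lists and the checks of the closing section.

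The alternatives were pseudocounts of 0.5 and 5, no filter or a mean of at least 50, rescaling each library to its 75th percentile, quantile normalization, a variance prior without the trend, the replicate number as a block, edgeR (version 4.0.16, quasi-likelihood with TMM) and DESeq2 (version 1.42.0) on the recovered reads, an adjusted p under 0.001, no fold threshold, fry in place of camera, and leaving out each library in turn, which gives values without a test. On recovered reads edgeR called 19 genes and DESeq2 78 genes in whi5Δ in MM-N, against 18 genes by limma. Levels that cross tables were set as medians of log2 ratios to wt without a test, with 1 TMM scaling of the recovered reads of all libraries as the alternative.

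The tests were first run on simulated counts with the means and totals of the real libraries, in which 200 genes were changed by 2-, 3- or 4-fold. In the 6 simulated comparisons of 6144 to 6255 genes, limma called 88.5% to 99.0% of the changed genes, and 3.72% to 7.41% of its calls were false. In the 4 simulated contrasts of differences, over 6098 to 6211 genes, the ranges were 69.7% to 85.5% and 4.40% to 7.37%. The changed genes were drawn only among those with a mean of at least 50, and genes varied independently of each other. Real replicates differed along a shared axis, so these shares need not hold for the real libraries. Both camera and fry found 6 of 6 shifted lists of 18 genes and 0 unshifted lists. These lists were random genes that varied independently, so they do not show how either test behaves on genes that vary together. The checks of the closing section that remove a trend were also tested on simulated differences of 6141 genes, where a true shift of 0.5 in a list came back as 0.48 for each kind of trend. An unshifted list, drawn with a median of 0.078, came back as 0.084 with the GC trend removed and 0.077 with the replicate axis removed.

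Gene symbols came from a RefSeq annotation of assembly ASM294v3, in which 6852 identifiers matched a locus tag and 149 did not. The authors stated the day on which they downloaded the genome from PomBase but named no assembly, so their build was not matched to this one, no coordinates are given, and the annotation served only for names, neighbours, overlaps and sequence properties. In it, 3754 matched genes overlap another gene on the opposite strand, 830 overlap one on the same strand, and 334 have a near-identical copy (at least 95% identity, BLAST 2.17.0). Values of such genes are uncertain where reads of the other gene could be counted. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The study deposited its RNA sequencing in more than a single series and describes whi5Δ in an experiment with samples after 10 h and 24 h in MM-N and again beside the nrm1 strains. The libraries here are of the series with the nrm1 strains, and the other series was not analysed here.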

Results

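To describe how Whi5 and Nrm1 affect the transcriptome of growing and nitrogen-starved fission yeast, poly(A) RNA was sequenced from 5 strains in MM and after 24 h in MM-N. The data comprised 20 libraries in 10 groups of 2 replicates. The depth ranged from 16331528 reads (nrm1-3xsAID whi5Δ in MM-N, replicate 2) to 33239379 reads (wt in MM, replicate 1). The remaining wt libraries held 17313244 reads (MM, replicate 2), 19086905 reads (MM-N, replicate 1) and 21252557 reads (MM-N, replicate 2). The whi5Δ libraries held 18086411 and 19112102 reads in MM and 17391356 and 18389326 reads in MM-N. The P41nmt1-whi5+ libraries held 21366171 and 19932815 reads in MM and 16658992 and 18616469 reads in MM-N. The nrm1-3xsAID libraries held 17798845 and 16885131 reads in MM and 21780913 and 21658990 reads in MM-N. The nrm1-3xsAID whi5Δ libraries held 19061462 and 21248895 reads in MM and, for replicate 1 in MM-N, 20853279 reads. Each library was counted as its own replicate, since the titles name them as biological replicates. Replicates of a group differed by more than sampling noise in all 10 groups (chi-square per degree of freedom from 12.6 to 213). Separate cultures at this depth would do so in any case, so this does not bear on that choice. The log2 values of replicates correlated across genes with Pearson's r from 0.981 to 0.994, lowest in P41nmt1-whi5+ in MM.

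First, whi5 (SPBC800.02) was examined in every library. In wt it had 218 and 77 reads in MM and 136 and 206 reads in MM-N. In whi5Δ it had 0 reads in both MM libraries and 1 and 0 reads in MM-N, and in nrm1-3xsAID whi5Δ it had 0 reads in all 4 libraries. Relative to its partner strain, whi5 was at least 34.6-fold lower in whi5Δ in MM, at least 52.0-fold lower in whi5Δ in MM-N, at least 44.9-fold lower in nrm1-3xsAID whi5Δ in MM and at least 45.3-fold lower in that strain in MM-N. The adjusted p from limma was 0.0629 in whi5Δ in MM, which did not pass, and 0.00198, 3.8e-04 and 9.8e-04 in the other three. In nrm1-3xsAID, whi5 had 125 and 103 reads in MM and 168 and 144 reads in MM-N. In P41nmt1-whi5+ it had 2461 and 2946 reads in MM and 1234 and 1369 reads in MM-N, a log2 fold change of 4.44 (SE 0.28, limma adjusted p 0.00863) in MM and 3.20 (SE 0.19, adjusted p 0.00267) in MM-N. The whi5 reads thus followed the strain label in all 20 libraries. The nrm1 transcript (SPBC16A3.07c) did not pass the thresholds in any of the 6 comparisons, with log2 fold changes from −0.26 to 0.21, and the RNA data do not measure the degraded protein.

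The gene next to whi5, clr3 (SPBC800.03), was higher in all 6 comparisons. Its log2 fold change was 1.55 (SE 0.09, limma adjusted p 0.0207) in whi5Δ in MM and 1.23 (SE 0.14, adjusted p 0.0108) in MM-N. In P41nmt1-whi5+ it was 1.97 (SE 0.14, adjusted p 0.00896) in MM and 1.57 (SE 0.13, adjusted p 0.0106) in MM-N. In nrm1-3xsAID whi5Δ relative to nrm1-3xsAID it was 0.68 (SE 0.11, adjusted p 0.0379) in MM and 1.38 (SE 0.06, adjusted p 7.5e-04) in MM-N. Its log2 fold change moved little over the alternatives, but without the trend in the variance prior clr3 passed only in nrm1-3xsAID whi5Δ in MM-N. In whi5Δ in MM its adjusted p ran from 1.4e-30 to 0.435 over 10 alternatives, the highest without the trend. A non-coding RNA overlaps clr3 on the opposite strand, and the strand setting of the counting is not known, so these values are uncertain where reads of both were counted together. The study attributes a rise of clr3 to the resistance cassette inserted at whi5, and it excluded clr3 from its later analyses.

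**Figure D1:**
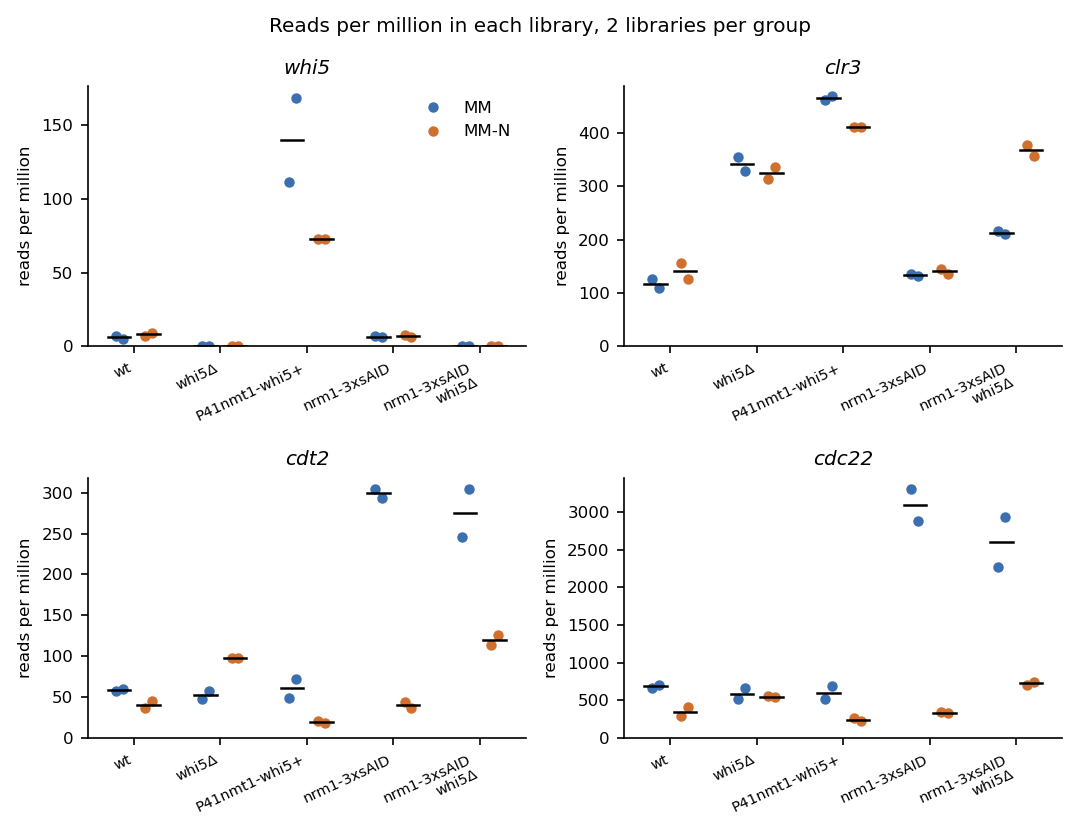
CPM, the reads scaled to a common library total (y axes, from 0), of whi5, clr3, cdt2 and cdc22 in each of the 20 libraries, on 1 TMM scaling of all libraries; points are libraries, black lines are means of 2, blue is MM and orange is MM-N. In MM-N, cdt2 averaged 40.7 CPM in wt, 19.6 CPM in P41nmt1-whi5+, 40.4 CPM in nrm1-3xsAID and 119.9 CPM in nrm1-3xsAID whi5Δ.

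The first question was which genes depend on Whi5 during growth and starvation. In MM, 6141 genes were tested in whi5Δ against wt, and 1 gene, clr3, passed the thresholds. At an unadjusted p under 0.05 there were 121 genes, where 307 would be expected with no gene changed. With fewer small p-values than expected, the count of 1 does not show that the other genes were unchanged. In MM-N, 18 of 6248 genes passed, 12 higher and 6 lower, with 432 genes at an unadjusted p under 0.05. It was 0 genes at an adjusted p under 0.001 and 78 genes with DESeq2 on the recovered reads, and all 18 were among those 78. Among the 18, 13 overlap another gene on the opposite strand. The difference between the media, tested gene by gene, gave 0 genes past the thresholds of 6097, with 331 at an unadjusted p under 0.05.

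Of the genes that the study discusses, 3 passed the thresholds in whi5Δ in MM-N. The ubiquitin ligase adaptor cdt2 (SPAC17H9.19c) rose from 819 ± 138 to 1998 ± 40.8 normalized counts (SD, n = 2), a log2 fold change of 1.30 (SE 0.16, limma adjusted p 0.0133). The centromeric histone gene cnp1 (SPBC1105.17) rose from 287 and 342 reads to 903 and 890 reads, or 1.63 (SE 0.17, adjusted p 0.00695). The meiotic gene hop1 (SPBC1718.02) rose from 65.7 ± 11.2 to 236 ± 17.3 (SD, n = 2), or 1.84 (SE 0.26, adjusted p 0.0254). Both cnp1 and hop1 overlap a gene on the opposite strand, as do psc3, pds5, rec12, rec27 and cdc18, and their values are uncertain to that extent. The other 9 were also higher, by log2 fold changes from 0.60 for pds5 and rec27 to 1.68 for rec8, and none of them passed by limma. With DESeq2 psc3 and cdc22 passed, and over 10 alternatives their adjusted p ran from 2.3e-04 to 0.172 and from 0.0182 to 0.417. The lowest adjusted p among these was 0.0535, for the cohesin gene psc3 (0.82), and cdc18 (0.72, adjusted p 0.278) and cdc22 (0.71, adjusted p 0.218) were within that set. In MM the same genes had log2 fold changes from −0.27 for rec27 to 0.58 for rec12, with an adjusted p of 1.00 for each gene tested, and meu13 was below the filter.

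The largest other rises in whi5Δ in MM-N were in SPAC24B11.14 (2.02, SE 0.31, adjusted p 0.0334), SPAPJ695.02 (1.87, SE 0.24, adjusted p 0.0187) and the non-coding RNA opposite clr3 (1.52, SE 0.18, adjusted p 0.0131). The largest falls besides whi5 were in the neighbouring genes SPAC186.06, with 85 and 66 reads in wt and 4 and 0 reads in whi5Δ (adjusted p 0.0321, which depends on the pseudocount), and gdt1 (SPAC186.05c), with 168 and 132 reads in wt and 6 and 3 reads in whi5Δ (log2 fold change −4.72, SE 0.45, adjusted p 0.00585). A non-coding RNA opposite rec11 fell from 481 and 627 reads to 118 and 112 reads (adjusted p 0.00585) and one opposite mrc1 fell by 1.17 (SE 0.18, adjusted p 0.0321).

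The second question was whether an excess of whi5 changes the same genes. In P41nmt1-whi5+ in MM, 2 of 6162 genes passed, whi5 and clr3, both higher, and 574 had an unadjusted p under 0.05. In MM-N, 3 of 6221 genes passed, whi5, clr3 and the non-coding RNA opposite clr3, all higher, and 349 had an unadjusted p under 0.05. With DESeq2 on the recovered reads the counts were 107 genes in MM and 50 genes in MM-N, and at an adjusted p under 0.001 by limma they were 0 in both. In MM-N cdt2 fell from 777 ± 134 to 379 ± 42.7 normalized counts (SD, n = 2), a log2 fold change of −1.03 (SE 0.19) that did not pass over all genes (limma adjusted p 0.205). Likewise cdc18 was lower by −0.93 (SE 0.21, adjusted p 0.333) and tos4 by −0.71 (SE 0.25, adjusted p 0.755). With DESeq2 cdt2 and cdc18 passed, and over 10 alternatives their adjusted p ran from 0.00201 to 0.321 and from 0.0234 to 0.438. Of the 18 genes called in whi5Δ in MM-N, 12, or 66.7%, had the opposite sign in P41nmt1-whi5+, whi5 itself among them. Over the pairs of replicates this share was 50% to 66.7%. Of the 12, none but whi5 had a limma adjusted p under 0.05 in P41nmt1-whi5+. Some lay near 0 there, such as cnp1 (−0.007) and the non-coding RNAs opposite rec11 (0.028) and mrc1 (0.052). In the same direction as in whi5Δ, clr3 (1.57) and the non-coding RNA opposite it (1.80) passed. The comparisons of whi5Δ and P41nmt1-whi5+ use the same wt libraries. Groups simulated against those libraries gave the opposite sign in 2.78% of the 18 genes on average (0% to 16.7% in 100 simulations). Both simulated groups were drawn without change from wt, and the genes taken were those that deviated most in the first group. Noise in the shared wt libraries moves both differences alike, which gives a low share. Such noise alone thus does not give the 66.7%. Genes changed in whi5Δ only were not simulated, so there is no baseline for them, and no opposite effect of whi5 is concluded. The difference between the effects in the 2 media passed for 1 of 6106 genes, SPBPB2B2.06c, named after its values were seen, with 570 at an unadjusted p under 0.05.

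The third question was what the loss of whi5 adds when Nrm1 is degraded. In nrm1-3xsAID whi5Δ against nrm1-3xsAID in MM, 30 of 6186 genes passed, 8 higher and 22 lower, with 296 at an unadjusted p under 0.05. In MM-N, 119 of 6261 genes passed, 92 higher and 27 lower, and 1626 had an unadjusted p under 0.05, where 313 would be expected with no gene changed. Over the alternatives the count of 119 ranged from 15 at an adjusted p under 0.001 to 394 without the fold threshold. Opposite-strand overlaps were present for 13 of the 30 genes and 62 of the 119.

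In this background in MM-N, 8 of the 12 genes that the study discusses passed. Here cdt2 rose by 1.57 (SE 0.10), tos4 (SPAP14E8.02) by 1.40 (SE 0.09), cdc18 (SPBC14C8.07c) by 1.53 (SE 0.10) and cdc22 (SPAC1F7.05) by 1.12 (SE 0.06), each with a limma adjusted p of 9.8e-04. The other four that passed were cnp1 (1.63, adjusted p 0.00305), hop1 (1.55, adjusted p 0.0256), psc3 (0.94, adjusted p 0.00511) and pds5 (0.71, adjusted p 0.0107). The genes rec12 (0.73), meu13 (1.36), rec8 (0.76) and rec27 (−0.30) did not pass, with adjusted p from 0.123 to 0.719. In MM none of the 12 passed, with log2 fold changes from −0.26 for cdc22 to 1.07 for rec27 and adjusted p of at least 0.901.

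The largest changes in nrm1-3xsAID whi5Δ included 3 neighbouring genes. In MM, gdt1 rose from 17 and 22 reads to 495 and 716 reads (4.63, SE 0.27, adjusted p 2.8e-04), SPAC186.06 rose by 3.37 (SE 0.45, adjusted p 0.0186), and SPAC186.04c was at least 16.4-fold higher (adjusted p 0.00728). In MM-N, SPAC186.04c was at least 14.0-fold higher (adjusted p 0.0134) and gdt1 rose by 3.29 (SE 0.69, adjusted p 0.0426). The other large rises were hsp16 (1.49, adjusted p 0.00996) in MM, and SPAPJ695.02 (3.14, adjusted p 0.0243), the non-coding RNA prl50 (3.13, adjusted p 0.0107) and SPBC1289.14 (2.41, adjusted p 0.0238) in MM-N. The largest falls in MM besides whi5 were in SPAC869.03c (−2.91, adjusted p 0.0243) and SPAC869.01 (−2.67, adjusted p 0.0370). The amino acid permease gene isp5 (SPAC1039.09) fell by 2.23 (SE 0.20, adjusted p 0.00274) and SPCC285.05 fell by 1.64 (SE 0.11, adjusted p 4.4e-04) in MM. The non-coding RNA opposite rec11 fell by 3.65 (SE 0.27, adjusted p 0.00161) in MM-N, where non-coding RNAs opposite top3 and mcp6 changed by −1.45 (adjusted p 0.00856) and −1.20 (adjusted p 0.0188). An rRNA gene copy with near-identical copies elsewhere was among the largest rises in MM and another among the largest falls in MM-N, and these values are uncertain. The effect of whi5Δ differed between the nrm1 backgrounds for 5 of 6125 genes in MM (gdt1, SPAC186.06, isp5, SPCC285.05 and isp4, the last named after its values were seen). In MM-N it differed for 0 of 6226 genes. There 125 genes had an unadjusted p under 0.05, where 311 would be expected with no gene changed. With fewer small p-values than expected, the 0 does not show that the effects were equal.

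**Figure D2:**
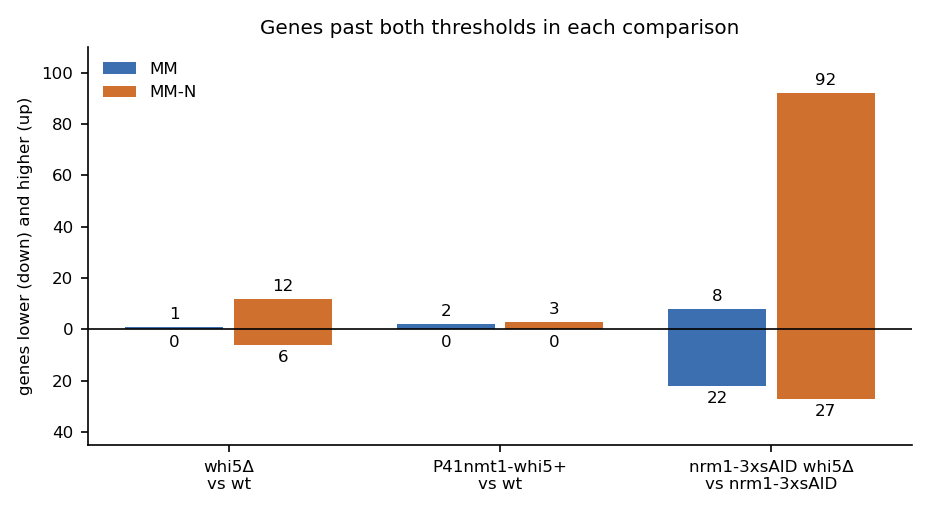
Number of genes past both thresholds (limma adjusted p under 0.05 and more than 1.5-fold) in each of the 6 comparisons; bars above 0 are genes higher and bars below 0 genes lower, blue in MM and orange in MM-N. The counts run from 1 in whi5Δ in MM to 119, 92 higher and 27 lower, in nrm1-3xsAID whi5Δ in MM-N.

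Gene lists were used to ask whether MBF targets and early meiotic genes move as sets. In whi5Δ in MM-N, the MBF list had a median log2 fold change of 0.64 with 17 of 18 genes higher (camera adjusted p 4.5e-20), and over pairs of libraries the median ran from 0.49 to 0.76. The count of genes called was 10 adjusted over the list alone and 1 over all genes tested. Leaving out 1 library moved this median to as little as 0.45, without replicate 1 of wt in MM-N. The early meiotic list had a median of 0.74 with 30 of 31 genes higher (camera adjusted p 1.0e-29), with 20 genes called adjusted over the list alone and 5 over all genes, but this list is not taken as independent of these data. In MM the medians were −0.07 for the MBF list (4 of 18 higher, camera adjusted p 0.0228) and −0.04 for the early meiotic list (11 of 30 higher, camera adjusted p 0.632), and the MBF median was 0.02 without replicate 1 of whi5Δ in MM. Over pairs of libraries it ran from −0.24 to 0.03. The difference between media was 0.68 for the MBF list (17 of 18 genes, camera adjusted p 1.9e-20) and 0.78 for the early meiotic list (28 of 30 genes, camera adjusted p 3.5e-24).

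In P41nmt1-whi5+ in MM-N, the MBF list had a median of −0.49 with 2 of 18 genes higher (camera adjusted p 7.4e-11), and 6 genes were called lower adjusted over the list alone against 0 over all genes. The early meiotic list had a median of −0.24 with 6 of 30 genes higher (camera adjusted p 3.1e-05), with 1 gene called lower adjusted over the list alone and 0 over all genes. This median was −0.14 without replicate 2 of wt in MM-N. In MM the medians were −0.05 for the MBF list and −0.07 for the early meiotic list (camera adjusted p 0.853 for both), and they were 0.12 without replicate 1 and 0.01 without replicate 2 of P41nmt1-whi5+ in MM. The effects differed between media by −0.46 for the MBF list (camera adjusted p 6.9e-07, 1 of 18 genes above 0) and by −0.19 for the early meiotic list (camera adjusted p 0.0118, 12 of 30 genes above 0). The latter was −0.04 with a filter at a mean of at least 50.

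In nrm1-3xsAID whi5Δ against nrm1-3xsAID in MM-N, the MBF list had a median of 1.02 with 18 of 18 genes higher (camera adjusted p 1.4e-19), and 13 genes were called both adjusted over the list alone and over all genes. The early meiotic list had a median of 0.73 with 25 of 31 higher (camera adjusted p 5.9e-13), with 18 genes called adjusted over the list alone and 14 over all genes. In MM the medians were −0.06 for the MBF list (camera adjusted p 0.248) and −0.01 for the early meiotic list (camera adjusted p 0.568), the latter 0.03 when libraries were rescaled to their 75th percentile and 0.01 by edgeR. They were 0.01 without replicate 1 of nrm1-3xsAID whi5Δ for the MBF list and 0.05 without replicate 1 of nrm1-3xsAID for the early meiotic list. The effect of whi5Δ on the MBF list was larger in nrm1-3xsAID than in nrm1+ in MM-N by 0.27 (16 of 18 genes, camera adjusted p 2.2e-09). For the early meiotic list this difference was −0.05 (camera adjusted p 0.374), or 0.01 after quantile normalization, and in MM it was 0.03 for both lists (camera adjusted p 0.425 and 0.374). Under fry, the calls in whi5Δ and in nrm1-3xsAID whi5Δ in MM-N held for both lists, as did both differences between media of whi5Δ, the difference between media of P41nmt1-whi5+ for the MBF list and the difference between nrm1 backgrounds for the MBF list in MM-N, with an adjusted p of at most 0.0379. The calls in P41nmt1-whi5+ in MM-N did not hold, nor did that of the MBF list in whi5Δ in MM and that of the early meiotic difference between media in P41nmt1-whi5+. Over 10 alternatives the adjusted p in P41nmt1-whi5+ in MM-N ran from 5.4e-16 to 0.0777 for the MBF list and from 3.1e-06 to 0.271 for the early meiotic list, the highest under fry in both.

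**Figure D3:**
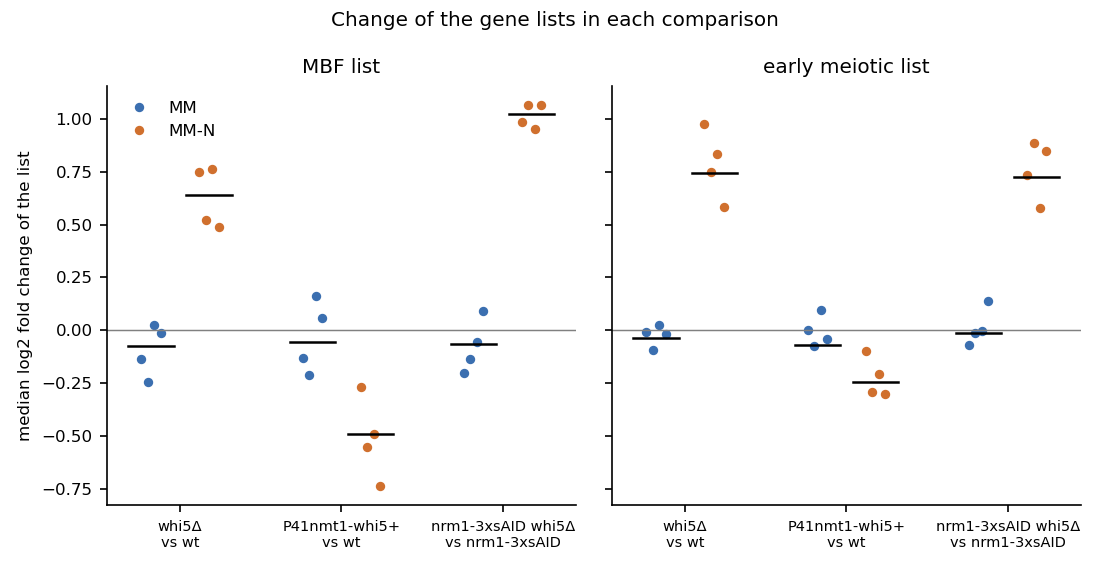
Median log2 fold change (y axis) of the MBF list (left) and the early meiotic list (right) in the 6 comparisons; points are the 4 pairs of libraries of a comparison, black lines the median of the fitted changes, blue MM and orange MM-N. In MM-N the MBF medians are 0.64, −0.49 and 1.02 from left to right, and in MM they lie between −0.07 and −0.05.

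To compare all strains with wt, levels were set across tables that had been scaled separately. No test was run on these levels, although the recovered reads on 1 TMM scaling would allow one. In MM-N the median log2 ratio of the MBF list to wt was 0.64 in whi5Δ, −0.57 in P41nmt1-whi5+, 0.05 in nrm1-3xsAID and 0.99 in nrm1-3xsAID whi5Δ. On 1 TMM scaling of all libraries the values were 0.60, −0.52, −0.05 and 0.89, so the sign for nrm1-3xsAID depended on the scaling, and the pairs of libraries for that strain ran from −0.11 to 0.16. Without replicate 1 of wt in MM-N it was −0.06. In MM the ratios were −0.07, 0.07, 2.01 and 1.86 in the same order, with 17 of 18 genes higher than wt in each degron strain. On the TMM scaling the ratio for P41nmt1-whi5+ in MM was −0.02, it was −0.05 without replicate 2 of that strain, and those of the degron strains were 2.02 and 1.88. The early meiotic list had ratios of 0.97 and 1.07 in the degron strains in MM, and in MM-N 0.74 in whi5Δ, −0.32 in P41nmt1-whi5+, 0.18 in nrm1-3xsAID and 0.83 in nrm1-3xsAID whi5Δ. On the TMM scaling the values in MM-N were 0.71, −0.28, 0.08 and 0.72, and the pairs of libraries for nrm1-3xsAID ran from 0.07 to 0.34. For cdc22 the mean in MM was 683 ± 23.4 CPM in wt and 3094 ± 297.8 CPM in nrm1-3xsAID (SD, n = 2), while in MM-N it was 347 ± 83.8 CPM in wt and 334 ± 13.7 CPM in nrm1-3xsAID. Both degron strains also carried the degron system and received the auxin analogue, and no library separates these from the loss of Nrm1.

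**Figure D4:**
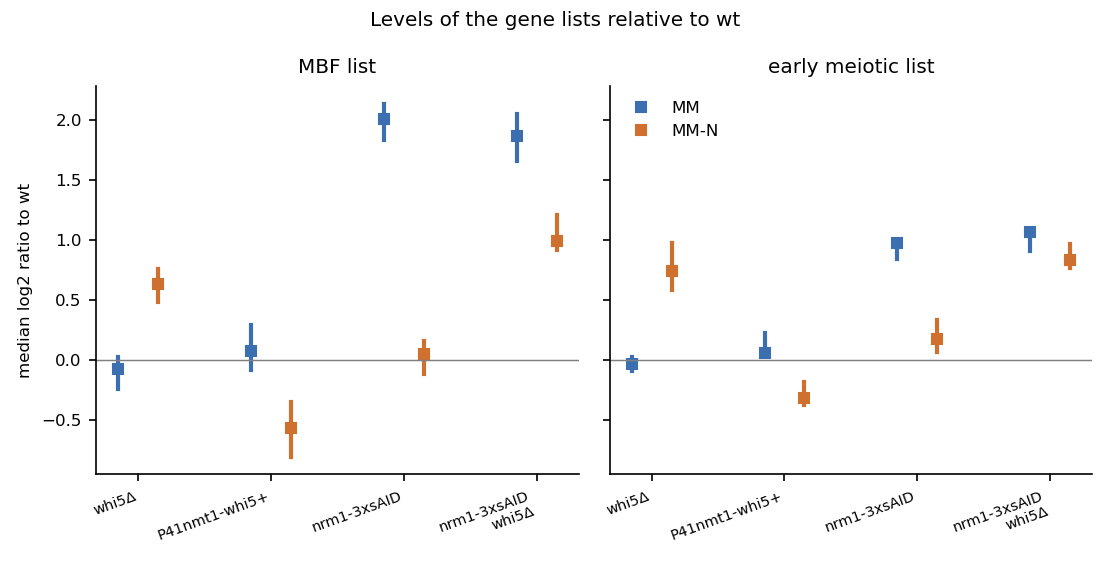
Median log2 ratio to wt (y axis) of the MBF list (left) and the early meiotic list (right) in 4 strains; squares are medians, bars run from the lowest to the highest pair of libraries, blue is MM and orange is MM-N, with tables scaled separately. The MBF ratio of nrm1-3xsAID is 2.01 in MM and 0.05 in MM-N, and the latter is −0.05 on 1 TMM scaling.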

Values the study reported

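For whi5Δ against wild-type cells, the study reported 19 differentially expressed genes in MM, 149 genes after 10 h in MM-N and 296 genes after 24 h in MM-N. Of these, 124 and 188 were upregulated after 10 h and 24 h in MM-N. It called them at an adjusted p-value below 0.001.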

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

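Each result here is an effect that differed between media or between nrm1 backgrounds in a test of the difference itself. The tests against random lists, the levels of nrm1-3xsAID whi5Δ against wt, the limits of the tests on cell cycle lists and on genes induced by starvation, and the tests against a weaker starvation response, of the amount of whi5 RNA and of positions near chromosome ends were chosen only after the result was seen, and so were the list tests on the differences.

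The MBF list rose on whi5 deletion in MM-N and not in MM, a difference of 0.68 on the log2 scale, and the early meiotic list did so by 0.78. The early meiotic list was chosen by the study on RNA sequencing of whi5Δ, and whether these libraries were used for that is not established, so its difference is not counted as independent evidence. A scaling factor moves genes of equal abundance alike, yet the median of each list lay at percentile 100 of 10000 random lists matched on mean value. With the trend on GC content and gene length removed, the medians were 0.65 and 0.75. With the 3 main axes of replicate differences removed, which hold variation between cultures shared by all strains, they were 0.71 and 0.74. A weaker response of all genes to starvation in whi5Δ predicted medians in MM-N of 0.049 and 0.018, where 0.64 and 0.74 were observed. With the fall of 0.58 of the MBF list in wt itself the prediction was at most 0.014. The early meiotic list did not fall on starvation in wt, with a median of −0.085 for MM minus MM-N, so a weaker response there predicts no rise. With every library thinned to 16331528 reads, the MBF difference was 0.70, which argues against the depth of the wt library in MM. More dividing cells would raise mitotic and histone genes as well, but in whi5Δ in MM-N the median of the mitotic list was −0.12 (5 of 16 genes higher, camera adjusted p 0.0465, fry p 0.285) and that of the histone list −0.15 (3 of 9 higher, camera adjusted p 0.569). A role of Whi5 in holding MBF targets down during starvation may explain the pattern. From these libraries alone it stays a hypothesis, since the difference was tested after it was seen, with 1 strain per genotype. The study reported other evidence for this role. It checked cdt2, cnp1 and hop1 by qPCR, and found higher histone acetylation in whi5Δ at the promoters of cnp1, hop1, cdc18 and cdc22. It also found that the Clr6-I histone deacetylase complex no longer co-purified with Cdc10 of MBF when Whi5 was absent.

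In P41nmt1-whi5+ the difference between MM-N and MM was −0.46 for the MBF list and −0.19 for the early meiotic list. With a filter at a mean of at least 50 the latter was −0.038. Both lay low among 10000 matched random lists, at percentiles 0 and 1.51, which argues against the scaling. With the GC content and length trend removed, the medians were −0.58 and −0.21. With the 3 axes of replicate differences removed, the MBF median was −0.37, beyond its spread over replicates, but the early meiotic median was −0.060. For the early meiotic list, an effect of whi5 expression and variation between cultures cannot be told apart, since removing the axes took the median to within its spread of 0.12 over replicates although camera still gave p 0.00479, against 0.00740 before. For the MBF list, the opposite sign to whi5Δ against the same wt libraries goes with a dose effect of whi5. However, the fall in MM-N was not called under fry (adjusted p 0.0777, with a range of 5.4e-16 to 0.0777 over 10 alternatives). The study reported that cells with excess whi5 arrested in G1 earlier in MM-N, so a different mix of cell cycle stages stays open. The mitotic and histone lists were not lower there (medians of 0.12 for both), but they do not measure the share of cells in G1.

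The MBF list rose more on whi5 deletion in nrm1-3xsAID than in nrm1+ in MM-N, by 0.27. Its percentile among 10000 matched random lists was 100. The median was 0.31 with the GC content and length trend removed and 0.28 with the replicate axes removed. In nrm1-3xsAID the MBF list fell by a median of 2.53 on starvation. A weaker starvation response of all genes in nrm1-3xsAID whi5Δ predicted a rise of 0.10 from the slope of other genes, or 0.14 where both sides of the slope shared the MM-N libraries of nrm1-3xsAID. Less its spread of 0.16 over replicates, the difference of 0.27 lies between these predictions, so such a response and an effect on MBF targets cannot be told apart for this difference. Of the cell cycle lists in that comparison, the mitotic list had a median of −0.031 (4 of 16 higher, camera adjusted p 0.569), within its spread of 0.033 over pairs of libraries, so more cells dividing at all stages cannot be told apart from an effect on MBF targets. The histone list had a median of 0.22 (7 of 9 higher, camera adjusted p 0.00145, fry p 0.00691), so a larger share of cells in S phase in nrm1-3xsAID whi5Δ stays a candidate explanation. By flow cytometry, the study reported that Nrm1 degradation delayed the G1 arrest in MM-N, more severely when Whi5 was absent too. A difference in cell cycle stage between these strains is thus reported by the study itself. A joint action of Whi5 and Nrm1 on MBF targets also stays open, as do the degron system and the auxin analogue, which came with nrm1-3xsAID and were not tested apart from it.

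In MM, gdt1 and SPAC186.06 were lower on whi5 deletion in nrm1+, where neither passed on its own (limma adjusted p 0.416 for both), and rose in nrm1-3xsAID. The differences were 8.09 for gdt1 (limma adjusted p 5.2e-04) and 8.53 for SPAC186.06 (adjusted p 0.00242), and the latter depends on the pseudocount because SPAC186.06 had 0 reads in whi5Δ in MM. For gdt1 the effect was −3.46 in nrm1+ and 4.63 in nrm1-3xsAID, so the amount of whi5 RNA alone does not explain it. In MM gdt1 averaged 7.73 CPM in wt, 0.66 CPM in whi5Δ and 2.31 CPM in P41nmt1-whi5+. It averaged 1.14 CPM in nrm1-3xsAID and 29.6 CPM in nrm1-3xsAID whi5Δ. Part of its difference thus lay in a low level in nrm1-3xsAID. Reads shared with copies were excluded by the reference, where 0 of these genes have a near-identical copy. Both genes lie within 50 genes of a chromosome end, and 9 of the 30 genes called in nrm1-3xsAID whi5Δ in MM did so, against 200 of 6154 tested genes (Fisher's exact test, two-sided, p 2.7e-07). In MM-N it was 15 of 118 genes called with a position against 210 of 6228 tested (exact p 8.4e-06), and in whi5Δ in MM-N 3 of 18 (exact p 0.0203). These counts include gdt1, which prompted the test, and neighbouring genes that change together are not independent. The p-values therefore partly restate the observation. A difference near a chromosome end between single strains, such as a loss or a change of silencing, cannot be told apart from an effect of the genotype, since each genotype is 1 strain.

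In MM, isp5, SPCC285.05 and isp4 fell on whi5 deletion in nrm1-3xsAID and not in nrm1+. The differences were −2.21 for isp5 (limma adjusted p 0.0318), −1.55 for SPCC285.05 (adjusted p 0.00228) and −1.53 for isp4 (adjusted p 0.00904). For isp5 the mean was 96.7 CPM in wt, 94.9 CPM in whi5Δ, 362 CPM in nrm1-3xsAID and 77.8 CPM in nrm1-3xsAID whi5Δ, so much of its difference lay in a high level in nrm1-3xsAID. For isp4 the low level lay in nrm1-3xsAID whi5Δ, with 208 CPM against 420 CPM in wt and 516 CPM in nrm1-3xsAID. A nitrogen response under way in the nrm1-3xsAID cultures in MM was tested on the 100 genes most induced by starvation. Their median was −0.12 in nrm1-3xsAID whi5Δ against nrm1-3xsAID, 64 of 100 lower (camera p 3.8e-07, fry p 0.0550). That is the direction such a response needs, though fry did not call it. For isp5, whose log2 ratio in nrm1-3xsAID whi5Δ to wt ran from −0.73 to 0.063 over pairs of libraries on 1 TMM scaling, the response may explain the fall. For isp4 and SPCC285.05 the levels in nrm1-3xsAID whi5Δ were below wt by a median of −0.94, and below wt and whi5Δ in all pairs of libraries, the smallest ratio being −0.75, which argues against a response in nrm1-3xsAID as their whole cause. An effect of whi5 that depends on Nrm1 stays open and was not tested.

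In P41nmt1-whi5+, SPBPB2B2.06c was higher by 1.57 in MM and changed by −0.08 in MM-N, a difference of −1.65 (limma adjusted p 0.0235). The 100 genes most induced by starvation had a median of −0.018 there in MM, 51 of 100 lower (camera p 0.624), within its spread of 0.050 over pairs of libraries. A nitrogen response under way in those cultures in MM and an effect of the genotype thus cannot be told apart, and the gene itself rose on starvation in wt, from 11.5 CPM to 254 CPM. The gene had a mean of 34.8 CPM in P41nmt1-whi5+, 11.5 CPM in wt and 51.1 CPM in nrm1-3xsAID in MM, so the high level was not confined to the strain with excess whi5. The thiamine-controlled promoter and other differences between the strains were not tested.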

How the results depend on the processing

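The crossed pairing and the alternatives of the list tests on differences were chosen after the data were seen. Counts of changed genes often depended on the processing. Of the alternatives run on the counts in the 6 comparisons, 44 gave a count within 1.5 times the reported one and 30 did not, and for the 4 contrasts of differences these were 36 and 12. The causes were not tested unless named. In the order whi5Δ in MM and MM-N, P41nmt1-whi5+ in MM and MM-N, and nrm1-3xsAID whi5Δ in MM and MM-N, the reported counts were 1, 18, 2, 3, 30 and 119.

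Without the variance trend they were 2, 6, 0, 0, 6 and 54, and 50 of these 54 were among the 119, whereas neither of the 2 was the reported gene. With DESeq2 on recovered reads they were 7, 78, 107, 50, 55 and 147, which held all reported genes of the first 4 comparisons and 29 of the 30 in nrm1-3xsAID whi5Δ in MM. With edgeR they were 1, 19, 2, 3, 40 and 118. The stricter adjusted p under 0.001 gave 0, 0, 0, 0, 3 and 15 by construction. For the 4 comparisons with 0, the genes at an unadjusted p under 0.05 numbered 121, 432, 574 and 349. No fold threshold gave 394 in nrm1-3xsAID whi5Δ in MM-N. No filter gave 2 in whi5Δ in MM. Rescaling to the 75th percentile gave 6 in whi5Δ in MM-N, all among the 18. Quantile normalization gave 33 there, with 17 of the 18, and 4 in P41nmt1-whi5+ in MM.

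The share of calls that were higher also moved. It was 100% in whi5Δ in MM, 66.7% in whi5Δ in MM-N, and 100% in P41nmt1-whi5+ in both media. With DESeq2 it was 57.1%, 83.3%, 29.9% and 56% in that order. It was 50% in whi5Δ in MM-N after rescaling to the 75th percentile and 75% in P41nmt1-whi5+ in MM after quantile normalization. In nrm1-3xsAID whi5Δ it was 26.7% in MM and 77.3% in MM-N, and 29.1% and 68.7% with DESeq2.

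The replicate numbers did not establish a pairing, as same-numbered libraries deviated with correlations across genes of 0.33, −0.03, 0.25, −0.38, −0.23 and 0.42 in the same order, over 2 pairs each. With the replicate block the counts were 10, 87, 340, 25, 72 and 289, and all reported genes were among them. With the replicate numbers crossed they were 103 in P41nmt1-whi5+ in MM-N and 54 in nrm1-3xsAID whi5Δ in MM. Under the block the contrasts of differences gave 4 genes for P41nmt1-whi5+ and 1 gene between nrm1 backgrounds in MM-N, and no list call changed.

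Among contrasts of differences, DESeq2 called 23 genes between media in whi5Δ, 63 in P41nmt1-whi5+, and 18 in MM and 11 in MM-N between nrm1 backgrounds, where 0, 1, 5 and 0 were reported. For the difference in P41nmt1-whi5+, edgeR called 2, and 0 remained without the trend or at an adjusted p under 0.001 (570 at an unadjusted p under 0.05). Between nrm1 backgrounds in MM, 3 genes passed without the trend and 1 at an adjusted p under 0.001, and in MM-N 2 passed with no filter.

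For lists, 97 of the alternatives of the MBF list and 95 of those of the early meiotic list kept their direction and their side of the threshold. The fall of the MBF list in whi5Δ in MM (−0.074) was no longer called without the trend (adjusted p 0.0563) or under fry, with a range from 0.0124 to 0.872 over its 10 alternatives. Under fry, the falls in P41nmt1-whi5+ in MM-N were not called for the MBF list (−0.49, adjusted p 0.0777, range from 5.4e-16) or the early meiotic list (−0.24, adjusted p 0.271, range from 3.1e-06). The same held for the early meiotic difference between media in that strain (−0.19, adjusted p 0.0881, range from 0.00606), whose median was also −0.038 with a mean of at least 50 and −0.27 after quantile normalization. The early meiotic median in nrm1-3xsAID whi5Δ in MM changed sign after rescaling to the 75th percentile (0.027) and by edgeR (0.0099), and its difference between nrm1 backgrounds in MM-N did after quantile normalization (0.0066). All of these were near 0 and none was called.

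Counts and calls were not recomputed with a library left out, since that leaves 1 library in a group. Across the 4 fits that each left out one library, the MBF median ran from −0.19 to 0.021 in whi5Δ in MM (0.021 without its replicate 1), 0.45 to 0.77 in MM-N, −0.18 to 0.12 in P41nmt1-whi5+ in MM (0.12 without its replicate 1), −0.64 to −0.38 in MM-N, −0.16 to 0.014 in nrm1-3xsAID whi5Δ in MM (0.014 without its replicate 1) and 0.98 to 1.06 in MM-N. The early meiotic median ran, in the same order, from −0.080 to −0.0075, 0.69 to 0.91, −0.089 to 0.0074 (0.0074 without replicate 2 of P41nmt1-whi5+), −0.25 to −0.14 (−0.14 without replicate 2 of wt), −0.029 to 0.050 (0.050 without replicate 1 of nrm1-3xsAID) and 0.65 to 0.87.

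The MBF levels relative to wt in MM-N ran from 0.45 to 0.77 in whi5Δ, −0.72 to −0.46 in P41nmt1-whi5+, −0.056 to 0.13 in nrm1-3xsAID (−0.056 without replicate 1 of wt, 0.13 without replicate 2) and 0.93 to 1.18 in nrm1-3xsAID whi5Δ. In MM they ran from −0.19 to 0.021, −0.050 to 0.25 (0.25 without replicate 1 of P41nmt1-whi5+), 1.86 to 2.129 and 1.71 to 2.04 in the same order. With the wt values of the other table, the level of whi5Δ in MM was −0.20. The share with opposite signs in whi5Δ and P41nmt1-whi5+ was 48.5% after quantile normalization, 83.3% without the trend and 56.3% with the replicate block.

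For the 113 single-gene results, 1045 values under alternatives kept direction and call, 39 were no longer called, of which 24 without the trend, and 19 became called. Those under the replicate block were whi5 in whi5Δ in MM, tos4, psc3, rec8, cdc18 and cdc22 in whi5Δ in MM-N, cdt2 in P41nmt1-whi5+ in MM-N, and rec12, meu13 and rec8 in nrm1-3xsAID whi5Δ in MM-N. With DESeq2 they were whi5 in whi5Δ in MM, psc3 and cdc22 in whi5Δ in MM-N, and cdt2 and cdc18 in P41nmt1-whi5+ in MM-N. The rest were psc3 in whi5Δ in MM-N by quantile normalization and edgeR, and whi5 in whi5Δ in MM with no filter and without the trend. In 8 the sign changed, all near 0 and not called: rec8 in whi5Δ in MM (−0.029 by quantile normalization, −0.052 by edgeR, −0.12 by DESeq2), cdt2 in P41nmt1-whi5+ in MM (−5.3e-05 after rescaling to the 75th percentile), cnp1 in P41nmt1-whi5+ in MM-N (0.0094 by quantile normalization) and rec12 in nrm1-3xsAID whi5Δ in MM (0.027 after rescaling, 0.038 by edgeR and 0.035 by DESeq2). In whi5Δ in MM, whi5 did not pass (adjusted p 0.0629, range from 5.1e-06 to 0.250 over 10 alternatives) although no read was found in the mutant, and the cause was not tested. Depth limits the folds of genes with at most 3 reads in each library of a group, which are lower bounds.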

Other observations

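The tests on clr3 and on the non-coding RNAs were chosen only after the result was seen.

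The count of genes changed in whi5Δ in MM was 1. That is lower than the value quoted from the study above. The count in whi5Δ in MM-N was 18, of which 12 were higher. Both are lower than the values quoted from the study above. With DESeq2, which the study used, but at an adjusted p under 0.05, the counts were 7 in MM and 78 in MM-N, 65 of them higher. At the study's threshold of 0.001, limma gave 0 in both media. These counts are lower than the quoted values as well. The quoted values come from an experiment with samples after 10 h, and whether it used the libraries analysed here is not established.

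The gene clr3 was higher in whi5Δ, where whi5 is absent, and by 1.97 in P41nmt1-whi5+ in MM, where whi5 is in excess. The amount of whi5 RNA would move clr3 in opposite directions, which these values exclude. The study reports that the resistance cassette inserted at whi5 raises clr3 expression. That clr3 passed the thresholds in 6 of 6 comparisons goes with such a change at the locus. The 5 genes with a value on the other side of whi5 passed in 0 of these comparisons, with log2 fold changes from −0.10 to 0.67 and a median of 0.18, so a small rise there is not excluded. Whether altered transcription from the edited locus runs into clr3 was not tested.

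Replicates of a group differed along a shared axis, which held 32.7% of the variance of replicate differences over the 10 groups, against at most 19.2% in 100 draws with genes shuffled. Its loadings correlated across genes with the change on starvation with a Pearson's r of 0.197 in size (Spearman's rho 0.205), and genes are not independent replicates. This value lies between the limits set for the state of the cultures on the way to starvation and for its absence, so the 2 cannot be told apart. No biological explanation was tested.

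In nrm1-3xsAID whi5Δ in MM-N, 8 of the non-coding RNAs that were lower overlap a gene on the opposite strand, and 5 of these 8 genes had a log2 fold change above 0. Among them, hop1 rose by 1.55 and mrc1 by 1.15, while rec11 changed by −0.56 and top3 by −0.61. The genes mrc1, psm1, rec11, top3 and SPBPB7E8.01 were named after their values were seen. Reads of the coding gene counted on both strands would move both partners alike. Over all 685 overlapping pairs in that comparison, the changes of partners correlated across genes with r of 0.294, which goes with some sharing of reads, and 57.4% had the same sign. Opposite hop1, mrc1 and psm1 the RNA changed by −0.90, −1.17 and −1.12. These genes rose, psm1 by 0.37, with limma adjusted p of 0.0256, 0.00176 and 0.0192. That argues against shared reads as the cause of the fall of these RNAs. Opposite rec11, top3 and SPBPB7E8.01 both partners were lower, and in the remaining pairs the rise of the gene did not pass. There, shared reads and a separate regulation cannot be told apart, because the strand setting of the counting is not known. As a count of signs, 5 of 8 is too few to decide.

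The histone and mitotic lists in the other comparisons had medians within 0.18 of 0 in size. The mitotic list was lower in whi5Δ in MM (−0.11, camera adjusted p 0.00145, fry p 0.422) and in nrm1-3xsAID whi5Δ in MM (−0.18, camera adjusted p 0.00270, fry p 0.370), and neither fall was called under fry. In P41nmt1-whi5+ the medians of the mitotic list were −0.11 in MM and 0.12 in MM-N. For the histone list the median was −0.04 in whi5Δ in MM (2 of 9 genes higher, camera adjusted p 0.0465, fry p 0.179). It was −0.02 and 0.12 in P41nmt1-whi5+ in MM and MM-N. In nrm1-3xsAID whi5Δ in MM it was −0.15 (0 of 9 genes higher, camera adjusted p 0.0263, fry p 0.246).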
